A study of Drosophila melanogaster with 8 samples. Its data were reported in "The E-Protein Daughterless Regulates Olfactory Learning of Adult Drosophila melanogaster" (2026).

How the data were processed

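Chromatin was immunoprecipitated with an anti-FLAG antibody from heads of adult Drosophila melanogaster aged 1 to 3 days. In the 3xFLAG-Da line the endogenous E-protein Daughterless (Da), a basic helix-loop-helix (bHLH) transcription factor, carries a 3xFLAG tag. The Control line, white*, has no FLAG sequence in its genome, so its precipitate measures the background of the antibody and the procedure. The series held 8 samples: 2 immunoprecipitated (IP) and 2 input samples of each line. Peak lists of the 4 IP samples were analysed here. Input reads entered only through the authors' peak calling. Groups and replicate numbers were taken from the sample titles.

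The authors trimmed single-end reads of 75 bp, mapped them with Bowtie2 to the BDGP6 assembly from Ensembl, removed reads of low mapping quality and duplicates, and called peaks with MACS2 separately for each IP library against its own input, at a q-value of 0.05. Replicates were not pooled in these lists. Each row of the deposited lists gives a region, its summit, a score, a fold enrichment, and 2 values for significance. The fold is the authors' ratio of the fragment pileup at the summit to the local background, with 1 added to both. The significance columns are the authors' −log10 p and −log10 q. The deposited score followed 10 times the −log10 q, cut to a whole number, within 1 unit, and was not used further. Fold and score are the authors' own values per peak, and fold was used only to describe or rank peaks within its own list. Peak numbers within each list ran without gaps, so no row between the first and the last was missing.

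Depth is not written in the lists. It was recovered from them, because the fold and the −log10 p of a peak together fix its pileup and its local background under the Poisson model of MACS2. A whole-number pileup matched the deposited −log10 p within 0.002 for 100% of the peaks in each list. The lowest background of a list, at which many peaks sat, was read as the genome-wide coverage of that library in fragments per position. It was 9.36 and 4.17 in 3xFLAG-Da IP replicates 1 and 2, and 1.93 and 1.72 in Control IP replicates 1 and 2. This reading rests on the MACS2 formula and not on read counts, and it also scales with the fragment length of each library. The narrowest peak, the fragment length by default in MACS2, was 260 and 238 bp in 3xFLAG-Da IP replicates 1 and 2, and 217 and 231 bp in Control IP replicates 1 and 2. Intervals of shares are 95% Wilson intervals and cover counting error only.

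Sequence came from Release 6 of the genome and gene models from Ensembl release 115 (BDGP6.54). Every sequence name in the lists was found in the genome, and 0 peaks ran past the end of a sequence. Of 16237 annotated start codons on the chromosome arms, 99.9% read ATG in the genome sequence, so the annotation and the sequence share coordinates. Annotated transposable elements were kept out of the transcript starts. Coordinates are given from 1.

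A 3xFLAG-Da site was a region in which peaks of both 3xFLAG-Da IP lists overlapped by 1 bp or more, merged, and in which no peak overlapped a Control IP peak. Its summit was that of the peak with the better fold rank within its list. These sites stand in for a differential binding analysis on reads, which peak lists cannot give. Peak numbers were compared by an exact permutation test over libraries. Overlaps were tested with 100000 circular shifts of one list along each chromosome arm (one-sided). Summits within 1000 bp of a transcript start counted as promoter, and the promoter share was set against 100000 random placements on the same chromosomes (one-sided) and, by Fisher's exact test (two-sided), against each Control IP list. Remaining summits were classed in the order promoter up to 2000 bp, 5′ UTR, 3′ UTR, exon, intron, within 300 bp downstream of a gene, and intergenic. Each of the 10 E-boxes (CANNTG on either strand) was scored within 50 bp of the summit and in the same windows shifted by 250 bp to both sides. The odds ratio of a logistic regression on this single term was given with its 95% Wald interval and the p-value of Fisher's exact test (two-sided), adjusted by Benjamini-Hochberg over the 10 E-boxes. Fisher's exact test (two-sided) also compared the 25% of sites with the best mean fold rank with the 25% with the poorest, and protein-coding genes with a summit within 1000 bp of a transcript start in 3 gene sets, with adjustment over the 3 sets. Sites and genes lie along the same chromosomes and are not independent replicates, so these tests describe the 4 libraries and not a population of animals.

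Genes and sites named in the report, except the bHLH genes with a site and the site upstream of sr, were fixed by rule before the data were examined: the 10 sites with the best mean fold rank, 9 genes chosen in advance, and in each Control IP list the 5 peaks with the highest fold that overlapped a peak of the other Control IP list. Sites are named by the gene with the nearest transcript start. Alternatives covered stricter q-values of 0.01 and 0.001, other overlap rules, chromosome arms only, other windows, shifts and promoter distances, other control rules, matched regression, and leaving out each library in turn. Thinning to the depth of the Control libraries was added after the lists had been examined. For it, the pileup of each peak was thinned binomially to the depth of a Control IP library, and a peak counted as callable where the thinned pileup reached the lowest −log10 p of that Control list. A site counted as callable when its chance of being called in at least 1 Control library was 0.95 or more.

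The steps were tested on simulated data. Of 4000 simulated peaks with 50% planted overlap, 51.2% overlapped. All of 1000 simulated pileups were recovered (100%). Among 1000 simulated peaks, thinning gave 934.1 callable peaks by calculation and 933.2 on average over 20 draws. In 3998 windows with CAGCTG planted in 30%, the odds ratio was 17.7 for CAGCTG and 0.937 for CAGGTG, which was not planted. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1, statsmodels 0.14.6 and numba 0.67.0. Figures were drawn with matplotlib 3.10.9.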

Results

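To measure where Da binds in the genome of the adult head, anti-FLAG ChIP-seq was performed on heads of 3xFLAG-Da flies and of white* flies without the tag. The 3xFLAG-Da IP lists held 10915 peaks in replicate 1 and 8745 in replicate 2, a mean of 9830 ± 1534 (SD, n = 2). The Control IP lists held 453 and 707 peaks, a mean of 580 ± 180 (SD, n = 2). The ratio of the group means was 16.9. The groups did not overlap, but the exact permutation test (two-sided) gave p = 0.333, which is the smallest value that 2 libraries against 2 can give.

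The libraries also differed in depth. The coverage recovered from the lists was 9.36 and 4.17 fragments per position in 3xFLAG-Da IP replicates 1 and 2, against 1.93 and 1.72 in Control IP replicates 1 and 2. The coverage of the 3xFLAG-Da IP libraries was thus 2.17 to 5.43 times that of the Control libraries, from the closest to the widest pairing. Coverage is reads times fragment length, and the fragment length is not stated. If it is read from the narrowest peaks of each list (217 to 260 bp), the ratios in reads were 1.98 to 4.83. The median pileup at a summit was 55 and 30 fragments in the 3xFLAG-Da lists and 20 and 18 in the Control lists. When the 3xFLAG-Da peaks were thinned to the depth of the Control libraries, an alternative added after the lists had been examined, the ratio of peak numbers fell to 10.3, which moved it most among all alternatives. A missing Control peak is therefore weaker evidence of absence than a missing 3xFLAG-Da peak.

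**Figure D1:**
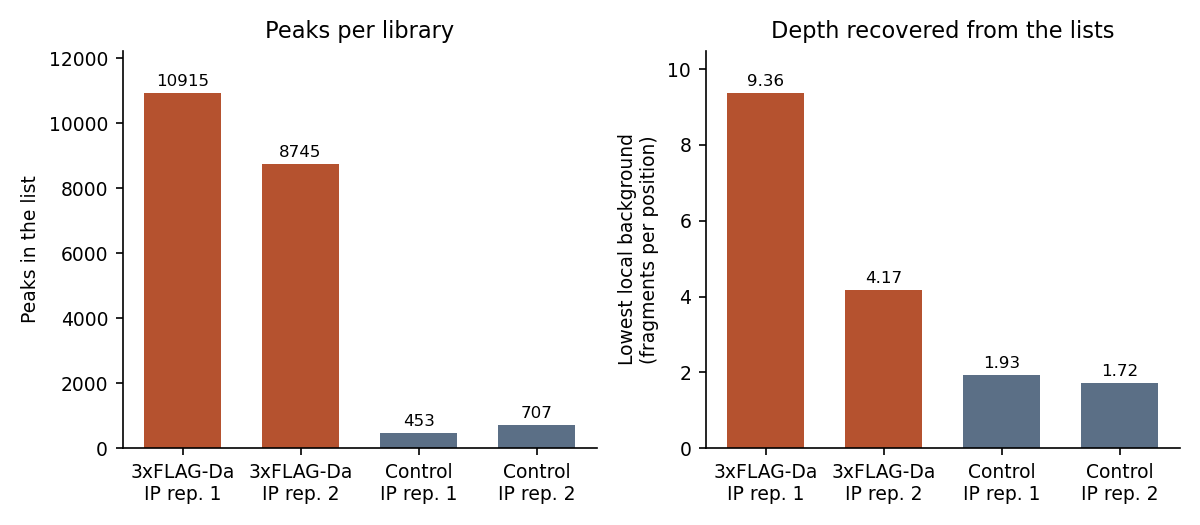
Number of peaks in each list (left) and the lowest local background recovered from each list, in fragments per position (right), for the 4 IP libraries, 1 bar per library. Both 3xFLAG-Da libraries hold more peaks (10915 and 8745 against 453 and 707) and are deeper (9.36 and 4.17 against 1.93 and 1.72).

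Next, the lists of replicates were compared. Of the 3xFLAG-Da IP replicate 1 peaks, 66.9% (95% interval 66.1 to 67.8%) overlapped a replicate 2 peak, against a mean of 7.02% after circular shifts. Of the replicate 2 peaks, 91.9% (91.3 to 92.5%) overlapped a replicate 1 peak, against 9.01% after shifts. Of the Control IP replicate 1 peaks, 71.7% (67.4 to 75.7%) overlapped a replicate 2 peak, and 45.7% (42.0 to 49.4%) of the replicate 2 peaks overlapped a replicate 1 peak, against 0.390% and 0.251% after shifts. Each overlap had p = 1e-05 in the permutation test (one-sided), the smallest that 100000 shifts can give. Requiring summits within 100 bp moved the 3xFLAG-Da overlap most, to 51.1% of replicate 1 peaks. The overlap followed peak strength: 92.6% of the replicate 1 peaks in the top 25% by fold had a replicate 2 peak, and 35.0% of those in the bottom 25% did. For overlapping peaks the median distance between summits was 44 bp.

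Peaks of the untagged line mostly lay where 3xFLAG-Da peaks lay. Of the Control IP replicate 1 peaks, 81.0% (77.1 to 84.4%) overlapped a 3xFLAG-Da IP peak of either replicate, as did 89.8% (87.4 to 91.8%) of the Control IP replicate 2 peaks. The mean was 85.4% ± 6.22 (SD, n = 2). Shifted lists gave 8.58% and 8.67%, and p was 1e-05 in the permutation test (one-sided) for both, the smallest possible. Requiring an overlap of 50% of both peaks lowered the mean most, to 47.8%.

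The Control peaks with the highest fold that occurred in both Control lists were shared with 3xFLAG-Da as well. The highest lay on 3L at 19260391 to 19261621 in replicate 1, 113 bp upstream of a start of Bet1, with a fold of 89.6. The same region led replicate 2 with a fold of 100.7, where the nearest start was that of nes. The peak 131 bp upstream of Sec61alpha on 2L had a fold of 79.4 in replicate 1 and 85.7 in replicate 2. An intergenic peak on X, 2562 bp upstream of CG3847, had a fold of 64.3 in replicate 1 and 82.3 in replicate 2. Peaks near Adh on 2L reached 57.0 and 72.0. The fifth peak of replicate 1 lay near sty on 3L, with a fold of 56.6, and the fifth of replicate 2 near CG32856 on 3R, with a fold of 68.3. All of these named peaks overlapped peaks of both 3xFLAG-Da IP lists.

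Both 3xFLAG-Da IP lists shared 7237 regions. Of these, 588, or 8.12% (7.52 to 8.78%), overlapped a Control IP peak, which left 6649 3xFLAG-Da sites absent from control. Among the alternatives fixed before the data were examined, the count moved most, to 10229, when 3xFLAG-Da IP replicate 2 was left out and the replicate 1 peaks were used alone. At the depth of the Control libraries, 3365 of the sites (50.6%) had a chance of at least 0.95 of being called, and 868 (13.1%) had a chance under 0.5. For the latter, a missing Control peak says little at this depth.

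To see where the sites lie, summits were annotated. Of the 6649 sites, 4661 or 70.1% (69.0 to 71.2%) lay within 1000 bp of a transcript start, against 23.7% for random placements (p = 1e-05, permutation test, one-sided, the smallest that 100000 placements can give). A further 8.54% lay between 1000 and 2000 bp, 16.0% in introns and 3.93% in intergenic sequence. Exons held 0.677%, and the remaining classes held under 0.5% each. Of the promoter sites, 61.4% (60.0 to 62.8%) lay upstream of the nearest start, and the median position relative to the start was -31 bp. The promoter share moved most, to 77.9%, when only sites callable at Control depth were kept.

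Control peaks also lay mostly at promoters. Their promoter share was 60.7% (56.1 to 65.1%) in Control IP replicate 1 and 68.3% (64.8 to 71.6%) in replicate 2. The share of the sites was higher than that of replicate 1 (odds ratio 1.52, interval 1.25 to 1.85, adjusted p = 7.53e-05, Fisher's exact test, two-sided) and did not differ from that of replicate 2 (odds ratio 1.09, interval 0.920 to 1.28, adjusted p = 0.322, same exact test). The sites were called at greater depth than the Control peaks. Among sites callable at Control depth, the share of 77.9% (76.5 to 79.3%) lay above the intervals of both Control lists. The comparison with replicate 2 thus depends on which sites are kept. This filter also drops weak sites, and Control peaks were not filtered alike, so depth and peak strength cannot be separated here.

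Da binds E-boxes as a dimer, so the 10 possible CANNTG sequences were counted around the summits. CAGCTG lay within 50 bp of the summit in 936 of 6649 sites, or 14.1% (13.3 to 14.9%), and in 4.35% of the shifted windows. Its odds ratio of 3.61 (3.24 to 4.02) was the highest of the 10 E-boxes (adjusted p = 2.58e-122, Fisher's exact test, two-sided). CAGGTG was present in 8.26% of the sites and 3.43% of the shifted windows, with an odds ratio of 2.53 (2.23 to 2.88, adjusted p = 3.59e-45, same exact test). CAGATG was present in 6.27% and 3.39%, with an odds ratio of 1.91 (1.66 to 2.18, adjusted p = 1.71e-19, same exact test). CACGTG, CACATG, CAGTTG and CACTTG had lower odds ratios of 1.44, 1.41, 1.31 and 1.14, with adjusted p below 0.05, and CAAATG, CATATG and CAATTG had odds ratios of 1.04, 1.02 and 0.980 that did not differ from 1. An adjusted p under 0.05 is not specific to E-boxes in these windows. In a search chosen after the result was seen, 511 of all 2080 words of 6 bases were more frequent at the summits at that threshold. The small odds ratios are thus weak evidence of binding. The odds ratio of CAGCTG moved most, to 2.81, when the window was widened to 100 bp. The odds ratio of CACTTG fell below 1 at promoter sites alone and among sites callable at Control depth.

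Windows around Control summits were measured in the same way. The CAGCTG odds ratio was 0.656 (0.347 to 1.24) in Control IP replicate 1 and 1.13 (0.744 to 1.72) in replicate 2, and none of the 10 E-boxes passed an adjusted p of 0.05 in either list. At an unadjusted p under 0.05, CACGTG in replicate 2 was the only one (p = 0.0471, Fisher's exact test, two-sided). The upper limits for CAGCTG in both lists lay below the interval of the sites.

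**Figure D2:**
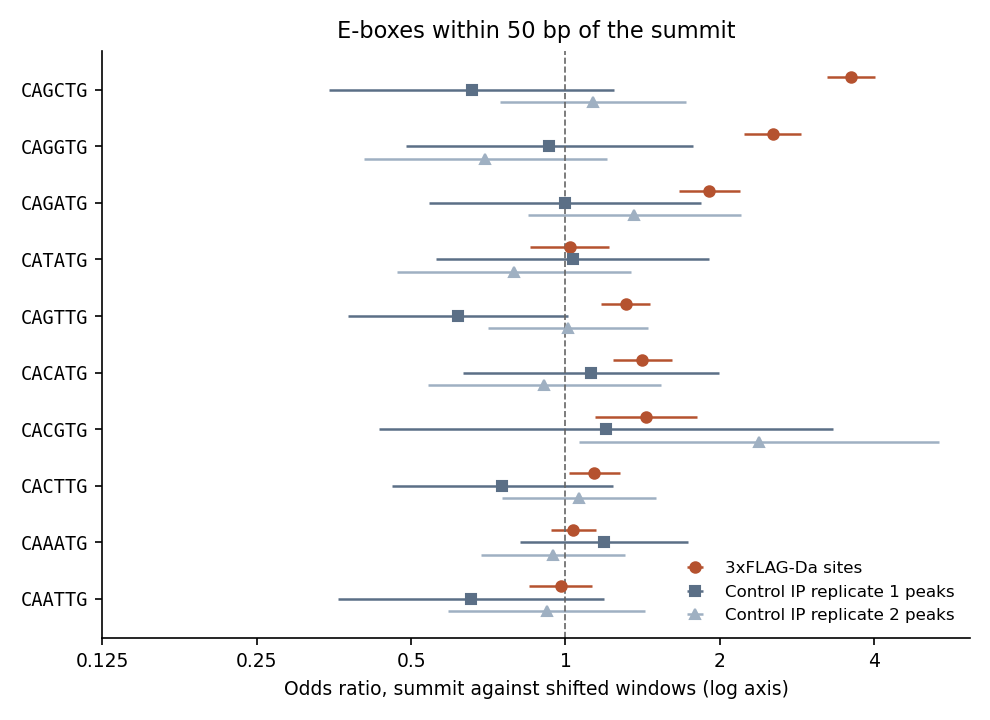
Odds ratio of each E-box within 50 bp of the summit against windows shifted by 250 bp (log axis), for 3xFLAG-Da sites and for the peaks of each Control IP list. Points are odds ratios and bars 95% Wald intervals; CAGCTG reaches 3.61 in the sites and 0.656 and 1.13 in the Control lists.

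The 3 most enriched E-boxes accounted for a minority of sites. CAGCTG, CAGGTG or CAGATG lay within 50 bp of the summit in 26.4% (25.3 to 27.5%) of the sites, against 10.6% (10.1 to 11.2%) of the shifted windows. The other 4895 sites (73.6%) carried none of the 3 in that window, and 48.1% of the sites carried no E-box of any kind there.

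CAGCTG was more frequent in stronger sites. It was found in 17.1% (15.3 to 19.0%) of the 25% of sites with the best fold rank and in 12.6% (11.1 to 14.3%) of the 25% with the poorest, an odds ratio of 1.42 (1.17 to 1.73, p = 0.000365, Fisher's exact test, two-sided). The sites between, split in the same way, held 14.6% and 12.0%.

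The 10 sites with the best mean fold rank were then listed. The first lay in an intron, nearest to Mef2, on 2R at 9937358 to 9938675, with a fold of 18.2 in replicate 1 and 30.0 in replicate 2 and a CAGGTG at its summit. The second lay 148 bp upstream of Elp2 on 2R at 10645220 to 10645987, with folds of 16.2 and 27.8 and a CAGGTG. The site 151 bp upstream of Eglp4 on 2R at 23614459 to 23615156 had folds of 14.2 and 27.8 and carried CAGCTG and CAGTTG. The fifth lay in intergenic sequence nearest to lncRNA:CR45693 on 2L at 14506517 to 14507504, with folds of 18.1 and 21.8 and a CAGCTG. The others were promoter sites of Kap3, jigr1, oc, CG13096, Rubicon and Usp7. Of these, CG13096 and Usp7 carried CAGCTG, Rubicon CAGATG, and oc CAGTTG, and Kap3 and jigr1 carried no E-box within 50 bp of the summit.

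Among the genes chosen in advance, all except da and emc had been named by the study as bound, partly from these same libraries. A high share with a site is thus no independent test. For all protein-coding genes only the share with a site at the promoter was measured, and it was 38.8%. Of the 9 genes chosen in advance, 8 had a site whose summit lay in the gene or within 1000 bp of it. sr, on 3R at 18090803 to 18135583, had 9 such sites and 0 Control peaks. A stronger site at 18088941 to 18090760 (folds 10.7 and 10.5) ended just upstream of sr but was not counted, since its summit lay over 1000 bp from the gene. The best-ranked of the 9 lay in an intron at 18097494 to 18097879 (folds 5.59 and 9.66), and the promoter site lay 509 bp upstream of a start at 18121238 to 18122421 (folds 5.68 and 7.81). sbb on 2R had 11 sites, and a Control peak in each Control list lay in the same gene. da itself had 1 site, 46 bp upstream of its start on 2L, with folds of 3.60 and 4.22 and a rank of 4549 among 6649. emc had 2 sites, 1 of them at its promoter, and 1 peak of Control IP replicate 2 lay in the same interval. SoxN had 1 promoter site, LRP1 and side had 2 sites each, of which 1 was at the promoter, and both sites of Dab were at promoters. RhoGAP100F had 0 sites: it held 3 peaks in 3xFLAG-Da IP replicate 1 and 1 in replicate 2, with 0 shared regions, and 1 peak in Control IP replicate 1. The study had listed this gene among the direct targets.

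**Figure D3:**
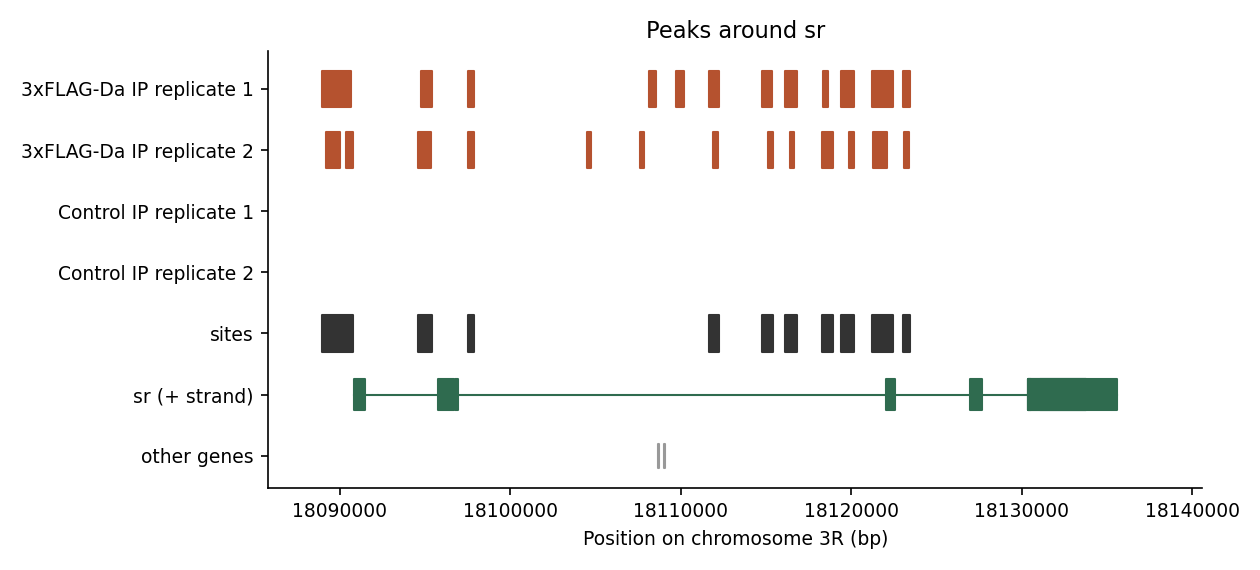
Map of the sr gene on 3R with the peaks of the 4 IP lists, the merged sites absent from control and the annotated exons of sr (boxes) and introns (line); the axis is the position in bp. Peaks of both 3xFLAG-Da lists and 0 Control peaks lie in the gene.

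Because the study asks about translation, promoters of ribosomal protein genes were compared with those of other protein-coding genes. The study had named ribosomal protein genes as direct targets partly from these same libraries, so the comparison is no independent test. The other genes were not matched for expression. Of 91 ribosomal protein genes, 62 or 68.1% (58.0 to 76.8%) had a site within 1000 bp of a start, against 38.6% (37.8 to 39.4%) of 13877 other genes. The odds ratio was 3.40 (2.19 to 5.30, adjusted p = 4.66e-08, Fisher's exact test, two-sided). It moved most, to 5.50, when regions that overlapped Control peaks were allowed. Of 73 mitochondrial ribosomal protein genes, 42 or 57.5% (46.1 to 68.2%) had a site, with an odds ratio of 2.15 (1.35 to 3.42, adjusted p = 0.00232, same exact test). This call was lost, at an odds ratio of 1.22, among genes with no other gene start within 1000 bp. Both gene sets were measured in the Control lists. A Control IP replicate 1 peak lay at 7 of the 91 ribosomal protein genes (7.69%) and at 2.59% of the others, an odds ratio of 3.14 (1.44 to 6.83, p = 0.00987, Fisher's exact test, two-sided). A Control IP replicate 2 peak lay at 11 (12.1%) and at 4.58%, an odds ratio of 2.87 (1.52 to 5.41, p = 0.00311, same exact test). For the mitochondrial set the odds ratio was 2.76 (1.10 to 6.88, p = 0.0424, same exact test) in Control IP replicate 1 and 1.52 (0.611 to 3.78, p = 0.391, same exact test) in replicate 2, with 5 genes in each. The p-values of the Control lists are not adjusted. For both sets the odds ratio of the sites was within the intervals of both Control lists. Without the removal of regions with a Control peak, the odds ratio of the ribosomal protein genes was 17.6 (6.45 to 47.9) for 3xFLAG-Da IP replicate 1 and 5.14 (3.06 to 8.61) for replicate 2, and that of the mitochondrial set 7.59 (3.48 to 16.6) and 2.42 (1.49 to 3.93).

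Class 2 bHLH proteins can pair with Da, and their 23 genes were compared in the same way. Only CG33557, net and tx had a site at the promoter, 13.0% (4.54 to 32.1%) against 38.8% of other genes, an odds ratio of 0.236 (0.0702 to 0.796, adjusted p = 0.00981, Fisher's exact test, two-sided). These 3 genes were named after their values were seen. The call was lost when summits had to lie within 100 bp (0.332), among genes with no other gene start within 1000 bp (0.485) and among sites callable at Control depth (0.444).

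**Figure D4:**
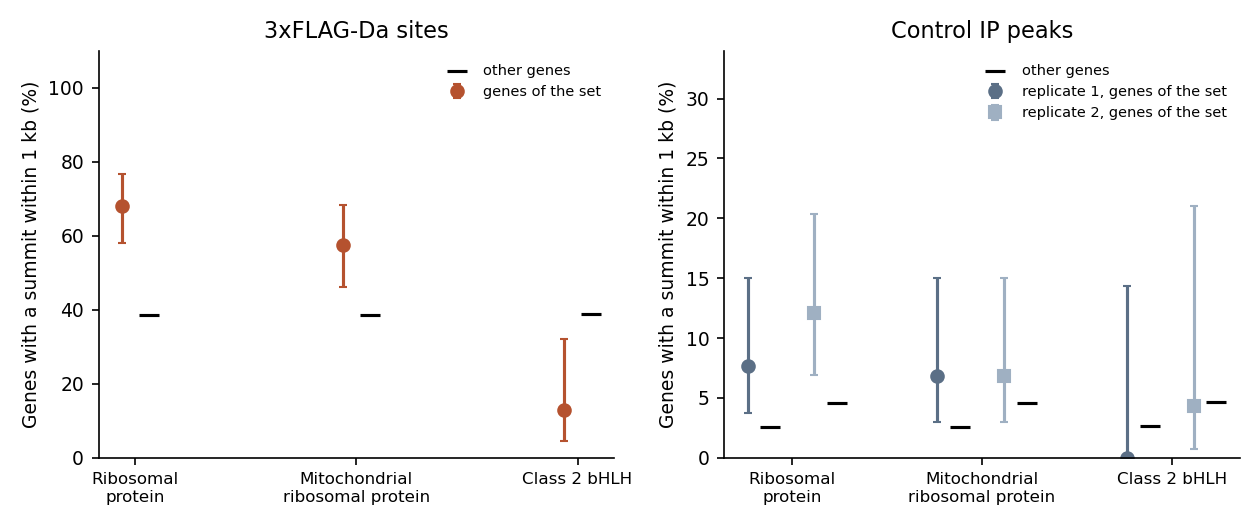
Percent of genes with a summit within 1000 bp of a transcript start for 3xFLAG-Da sites (left) and Control IP peaks (right, with its own axis range), in 3 gene sets; bars are 95% Wilson intervals and dashes the other protein-coding genes. Ribosomal protein genes lie above the other genes in the sites (68.1% against 38.6%) and in both Control lists (7.69% against 2.59% and 12.1% against 4.58%).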

Values the study reported

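The study reported 2553 regions with significant enrichment in 3xFLAG-Da over control, which it linked to 2126 genes. It placed about 75% of its peaks at promoters, less than 1 kb from a TSS.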

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

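The alternatives that thin the 3xFLAG-Da lists to Control depth, or keep only sites callable at that depth, were chosen after the data had been seen. All other alternatives were fixed before the data were examined.

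Replicate overlaps, the E-box odds ratios of CAGCTG, CAGGTG and CAGATG, the relation of CAGCTG to peak strength and the ribosomal protein promoter result kept their direction and their side of the threshold under every alternative with a test. Thinning lowered the ratio of peak numbers to 10.3. Keeping only callable sites left 3365 sites, because sites too weak for Control depth drop out by construction. The bHLH result no longer passed the threshold with summits within 100 bp (0.332), among genes with no other gene start within 1000 bp (0.485) and among callable sites (0.444); the cause was not tested. The CACTTG odds ratio fell below 1 at promoter sites only (0.981) and among callable sites (0.995), and its cause was not tested. Among results for single E-boxes and the mitochondrial set, 5 other values lost significance.

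Leaving out 1 library at a time left an arm with a single library, so only values are given. The Control share in 3xFLAG-Da ranged from 70.8 to 89.8%, the number of sites from 6709 to 10229, and the promoter share from 65.8 to 70.5%. The odds ratios ranged from 3.11 to 3.72 for CAGCTG, 2.18 to 2.59 for CAGGTG, 1.56 to 1.92 for CAGATG and 1.38 to 1.79 for CAGCTG by strength. The highest number of sites, 10229, came without 3xFLAG-Da IP replicate 2, where the longer list stood alone. CACTTG moved to 1.28 without replicate 1, and the mitochondrial set to 3.98 without replicate 2, of 3xFLAG-Da.

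Peak number gave no sign of pairing by replicate number. 3xFLAG-Da IP replicate 1 lay 1085 peaks above its group mean and Control IP replicate 1 lay 127 below its own. The CAGGTG odds ratio also ran opposite ways (3xFLAG-Da 2.12 and 2.54, Control 0.930 and 0.698, replicates 1 and 2). In both lines, however, replicate 1 had the higher coverage and the lower promoter share (66.4 and 68.6%, 60.7 and 68.3%). Its CAGCTG odds ratio was also lower in both (3.04 and 3.67, 0.656 and 1.13). With 2 libraries per line, pairing stays open. With the replicate number as a block, the mean ratio of peak numbers was 18.2, the Control share was 77.3% and the number of sites 6722. Of these only the Control share had a test, which stayed past its threshold, and the block was not run for the other results.

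Depth limits every statement of absence from control. The chance of calling a site at Control depth was under 0.5 for 868 of the 6649 sites.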

Other observations

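The tests of depth, of promoters shared by Control and 3xFLAG-Da peaks, of bHLH promoters with Control overlap allowed, and of all 6-base words were chosen after the result was seen, as was the comparison of ribosomal protein promoters with other promoter sites, and the readings of the repeat and chromosome 4 tests as open were also set after their values were seen.

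The peak lists gave 6649 sites absent from control. That is higher than the number of regions quoted from the study above. These sites lay at the promoters of 5416 protein-coding genes. That is higher than the number of genes quoted from the study above. The rules behind these counts differ. The study tested its regions for enrichment over the control line on reads. A site here needed only a peak call in both lists of the tagged line and none in either Control list. Each site also counted for every gene with a transcript start near its summit. A higher count here therefore does not mean more targets of Da.

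Ribosomal protein promoters were enriched among 3xFLAG-Da sites, and the same set was enriched in the line without a tag. For peaks of either Control list the odds ratio was 3.24 (1.82 to 5.75). The sites had 3.40 after regions with a Control peak were removed; with those regions kept it was 5.50, and the single 3xFLAG-Da lists had 17.6 (6.45 to 47.9) and 5.14 (3.06 to 8.61). The interval of replicate 1 lies above that of the Control peaks, but this library was also the deepest. Among sites callable at Control depth, which overlap no Control peak, the odds ratio was 3.65 (2.41 to 5.53). For these sites, this argues against Control peaks missed at low depth as the source of the enrichment. The interval still overlaps that of the Control peaks, so how much of the enrichment needs the tag is not settled. Sites at these promoters carried CAGCTG, CAGGTG or CAGATG in 4 of 64 cases (6.25%), against 9.38% of their own shifted windows, an odds ratio of 0.644 (0.199 to 2.08). The interval includes 1. Other promoter sites carried them in 24.5% of cases, with an odds ratio of 2.61 (2.38 to 2.87), and the ratio of the odds ratios was 0.247 (0.0760 to 0.801). This comparison rests on 4 sites. Under the rule set before the value was seen, the test leaves open whether the signal needs an E-box. Of 2 rules set later, with the value known, both would have settled it, and neither was kept. Part of the signal at these promoters may come from precipitation without the tag. Binding of Da through a partner stays open, since the lists hold no level of signal that can be compared between lines, and sites that overlap a Control peak had already been left out.

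Why some regions precipitate without the tag was examined in the 323 Control IP replicate 2 peaks that overlap a replicate 1 peak. Of these, 4.02% lay in an annotated transposable element or outside the chromosome arms, and on the arms 1.59% touched such an element against 7.07% after shifts. Reads of low mapping quality had been removed before peak calling, which also removes reads from repeats, so this leaves repeats open as a source. CAGCTG was no more frequent at their summits than beside them (odds ratio 0.675, 0.336 to 1.36), which argues against precipitation through that E-box. A shared preference for promoters is also not enough: 89.8% of the 752 promoters with a Control peak held a region of both 3xFLAG-Da lists, against 40.0% of other promoters, an odds ratio of 13.1 (10.3 to 16.7). Protein that binds the antibody without the tag, or chromatin that precipitates readily, may explain these peaks, and neither was tested.

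Among all 2080 words of 6 bases, CAGCTG ranked 1 at the sites, where 511 words were more frequent at an adjusted p under 0.05. The words TATCGA, CGATAG and ATCGAT followed among the first 5, with odds ratios of 2.92, 3.45 and 3.04 and contain no E-box, and GGTCAC ranked 8 with 2.77. At the shared Control peaks the first words were GGGTTA (20.1% against 5.27% of shifted windows, odds ratio 4.53) and GGTTAA (21.4% against 6.20%, 4.11). These words describe the lists and no explanation for them was tested.

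The difference in peak number between the lines is confounded with depth, which was lower in both Control libraries. At Control depth the modelled number of 3xFLAG-Da peaks was 8.07 times that of the Control list in the pairing with the lowest ratio. Summit pileups are maxima, which makes this ratio too high. Thinned peaks also had to reach the lowest −log10 p of the Control lists, 4.47 and 4.24. The 3xFLAG-Da lists reach down to 2.58 and 2.89, so this stricter cut can make the ratio too low. The net direction is not known, but depth alone is unlikely to account for the difference.

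3xFLAG-Da IP replicate 1 held more peaks than replicate 2. Its 3608 peaks without a replicate 2 peak were mostly weak, with 80.7% in the lower part of the fold ranking against 34.8% of shared peaks, and carried CAGCTG less often (9.20% against 13.4%, odds ratio 0.657, 0.576 to 0.750). Weak peaks called only in the longer list may thus make up much of the difference. Thinned to the depth of replicate 2, replicate 1 would hold 9869 peaks against 8745, a margin too small to decide whether depth accounts for the rest. Chromosome 4 held 77 peaks in replicate 1 and 23 in replicate 2, and thinning left 72.0 of the 77. These are single libraries, whose spread is unknown, so a cause cannot be named. No biological explanation was tested, because the replicates are of 1 line.

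The promoter share of the sites was examined for signal without an E-box. The CAGCTG odds ratio at promoters was 0.804 times that away from promoters (0.635 to 1.02), which leaves this open because the interval includes 1. For CAGGTG, looked at after the result was seen, the ratio was 0.370 (0.278 to 0.492): the odds ratio was 1.86 at promoters and 5.02 away from them. Sites away from promoters may thus hold a larger part of E-box binding through CAGGTG.

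The low share of bHLH promoters is not explained by the removal of regions with a Control peak, since the odds ratio was 0.201 (0.0597 to 0.676) with those regions kept. The low share rests on 3 genes with a site, and it no longer passed the threshold under 3 alternatives. Expression of the genes was not taken into account.

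A genome size of another organism in the peak caller would have put the lowest background far below the usual one. At least 8.91% of the peaks of each list sat at the lowest background, and the median background was at most 1.42 times that value, which argues against it.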
